# Distinct Mechanisms Underlying Tolerance to Intermittent and Constant Hypoxia in *Drosophila melanogaster*

**DOI:** 10.1371/journal.pone.0005371

**Published:** 2009-04-29

**Authors:** Priti Azad, Dan Zhou, Erilynn Russo, Gabriel G. Haddad

## Abstract

**Background:**

Constant hypoxia (CH) and intermittent hypoxia (IH) occur during several pathological conditions such as asthma and obstructive sleep apnea. Our research is focused on understanding the molecular mechanisms that lead to injury or adaptation to hypoxic stress using *Drosophila* as a model system. Our current genome-wide study is designed to investigate gene expression changes and identify protective mechanism(s) in *D. melanogaster* after exposure to severe (1% O_2_) intermittent or constant hypoxia.

**Methodology/Principal Findings:**

Our microarray analysis has identified multiple gene families that are up- or down-regulated in response to acute CH or IH. We observed distinct responses to IH and CH in gene expression that varied in the number of genes and type of gene families. We then studied the role of candidate genes (up-or down-regulated) in hypoxia tolerance (adult survival) for longer periods (CH-7 days, IH-10 days) under severe CH or IH. Heat shock proteins up-regulation (specifically Hsp23 and Hsp70) led to a significant increase in adult survival (as compared to controls) of P-element lines during CH. In contrast, during IH treatment the up-regulation of Mdr49 and l(2)08717 genes (P-element lines) provided survival advantage over controls. This suggests that the increased transcript levels following treatment with either paradigm play an important role in tolerance to severe hypoxia. Furthermore, by over-expressing Hsp70 in specific tissues, we found that up-regulation of Hsp70 in heart and brain play critical role in tolerance to CH in flies.

**Conclusions/Significance:**

We observed that the gene expression response to IH or CH is specific and paradigm-dependent. We have identified several genes Hsp23, Hsp70, CG1600, l(2)08717 and Mdr49 that play an important role in hypoxia tolerance whether it is in CH or IH. These data provide further clues about the mechanisms by which IH or CH lead to cell injury and morbidity or adaptation and survival.

## Introduction

Constant or intermittent hypoxia frequently occurs in disease states. For example, intermittent hypoxia (IH) is associated with obstructive sleep apnea, central hypoventilation syndrome and intermittent vascular occlusion in sickle cell anemia. Constant hypoxia (CH) is associated with pulmonary disease such as asthma, and congenital heart disease with right to left shunt. Hypoxia can occur even under normal conditions such as at high altitude. Whether for IH or CH, various studies, using rodents as animal models have examined experimentally the effects of hypoxia on specific tissues such as heart, brain, and kidneys [1], [2], [3], [4], [5]. These studies have demonstrated that the response to low O_2_ is not only dependent on intensity and duration of the stimulus but also on the paradigm used. For example, CH and IH are very different in their effect on growth, proliferation, generation of reactive O_2_ species, and neuronal injury [2], [6], [7], [8], [9]. Furthermore, *in vivo* studies have shown organ-specific phenotypic differences to low O_2_ such as hypertrophy in heart or decrease in myelination and NAA/Cr ratios in brain [5], [6], [7].

The differences in the fundamental mechanisms underlying the responses to IH and CH are however not well understood. In spite of the fact that we know that IH and CH involve a differential expression of genes and pathways [5], [10], [11], we do not have a good appreciation as to whether these genes are important for the observed phenotype. While it is possible after obtaining results from microarray data to study the role of single or multiple genes in inducing the phenotype, it is rather difficult to perform such studies rather quickly *in vivo* in mice. Another way to approach this problem is to study some of these questions in a model organism, as we have done in the past [12], [13], [14], prove the role of certain genes in the phenotype and then investigate orthologs in mammals, such as rodents, and ultimately in humans. The advantage of using model systems such as *Drosophila melanogaster* is the relative speed with which one can perform such studies, especially that a) more than 65–70% of human disease genes are present in *Drosophila* and b) this model has served well not only the discovery of the relation of such genes to diseases [15] but also in the understanding of how such genes induce the disease itself [16].

Our previous studies have shown that *Drosophila* is extremely resistant to hypoxia or even anoxia for a few hours [12], [13], [17]. The brain of these animals, for example, does not suffer from any damage (by light or electron-microscopy) after a period of anoxia that can induce irreversible injury and death in rodents [13], [17], [18]. In addition, the *Drosophila* model system offers other advantages such as a short life span, a large progeny size and the availability of genetic markers and tools. In the past, we have used similar approaches including forward and reverse genetic approaches, as in this current work, and have identified several hypoxia-regulated genes [14], [18]. We have also done microarray studies that have provided us with insight regarding tolerance of flies to long term (over many generations) hypoxia [14]. In this study, we focus on gene expression changes associated with severe short term constant (CH) or intermittent hypoxia (IH) in adult flies. Our hypothesis is that CH induces a different gene expression profile than IH in *Drosophila* and that these expression changes play an important role in inducing tolerance and protecting the organism against hypoxic injury.

## Results

### Gene expression changes during IH and CH

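Gene expression was measured in adult Canton-S flies, a wild type stock, on the Affymetrix Drosophila Genome 2.0 array, which reads a gene with 1 or more sets of short oligonucleotide probes. Males and females 5 to 6 days old were kept for 2.5 hours in normoxia (NC), in CH at 1% O2, or in IH, where 4 min at 1% O2 alternated with 4 min at 21% O2 in cycles of about 20 min. Each treatment had 3 arrays, and this number limits the precision of every value. The sources used here do not say whether the 3 samples of a treatment came from separate exposures, so the p-values measure only the spread between these samples, which may be technical. The authors normalized the arrays with the Bioconductor affy software. The deposited values are intensities on a linear scale, and their mean over each array, without the lowest and highest 2% of probe sets, is 2500. The median signal was 675 to 771 on the NC arrays, 705 to 782 on the CH arrays and 594 to 823 on the IH arrays, and 21.6% to 25.8% of probe sets on an array had a signal under 100. From these values, log2(signal + 16) was taken for 18769 probe sets, with 183 Affymetrix control probe sets left out, and no further normalization was applied. The added 16 makes the fold changes of dim probe sets smaller. Group means were compared with limma over all 9 arrays, with Benjamini-Hochberg adjustment over all probe sets, in place of the VAMPIRE suite named in the methods. A probe set was taken as changed at the limits of the methods, which are a false discovery rate of 0.05, a fold change above 1.5 or below 0.67 and all 3 replicates on one side of the mean of the other group. Groups of genes were compared with all other genes by camera, with a preset correlation between genes of 0.01 and again with a correlation estimated from the arrays. Camera asks whether a whole list shifts, while MAPPFinder in the paper asks whether called genes are over-represented in a GO category. The lists here are not those categories. The test, the limits and the gene lists were chosen before the data were examined, and so were the alternatives, apart from those described as chosen after seeing the data. The values in Tables S1 and S2 had, however, been seen when the gene lists and the rule for naming genes were written.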

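CH raised 3 probe sets for the nearly identical copies of Hsp70, the main stress-inducible chaperone of the fly, and 1 probe set for CG10383. The signal of CG10383 rose from 5765 ± 1012 (SD, n = 3 arrays) in NC to 19217 ± 1636 in CH, a log2 fold change of 1.75 (standard error 0.18, adjusted p = 0.0474 from limma), and it was 5446 ± 388 in IH. By the same test 0 probe sets passed as lower in CH, and 0 as higher and 0 as lower in IH. The smallest adjusted p in IH was 0.154, for yellow-d2, a member of the yellow gene family, whose signal was 21.3 ± 4.6 in NC, 23.8 ± 5.2 in CH and 129 ± 26 in IH. At an unadjusted p under 0.05 from limma with the same fold and direction limits, 477 probe sets were higher and 250 lower in CH, and 228 were higher and 361 lower in IH. Without those limits, 879 probe sets in CH and 674 in IH had an unadjusted p under 0.05, where chance alone gives 938. When no p was used and every treated array had to lie beyond every NC array and past the fold limits, 586 probe sets were higher and 294 lower in CH, and 261 were higher and 407 lower in IH. Whatever the fold, the arrays of the 2 groups did not overlap for 12.5% of probe sets in CH and 6.67% in IH, where chance gives 10%. Here and below, the figures for chance take all arrays as independent. Arrays with the same replicate number resembled each other (correlation of deviations 0.0918 to 0.322), so a count below these figures does not show that nothing changed. The 4 probe sets higher in CH became 3 without NC replicate 1 or IH replicate 1, 2 without NC replicate 3, CH replicate 1, IH replicate 2 or IH replicate 3, 1 without NC replicate 2, and 0 without CH replicate 2 or CH replicate 3. CG10383 did not pass when any 1 of the 9 arrays was left out (adjusted p = 0.0608 to 0.364, log2 fold change 1.63 to 1.88). With the replicate number as a block, 1 probe set, for Hsp70 copies, was called higher in CH.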

The microarray results showed that there were many fewer significantly altered genes following IH (12 up-regulated and 4 down-regulated genes) (Table S1) as compared to CH (94 up-regulated and 70 down-regulated genes) (Table S2). 

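Of 37 gene lists tested in CH, 2 groups of genes with a response to stress rose, the stress-inducible heat shock proteins and the genes of the hypoxia response. The hypoxia response list holds sima, the HIF alpha subunit of the fly, with members of its pathway and genes known to be induced by hypoxia, and 9 of its 11 measured members had a log2 fold change above 0, with a median of 0.76 (camera adjusted p = 5.07e-07, and adjusted p = 0.0207 with an estimated correlation). None of its members passed limma over all probe sets, 6 were higher at an unadjusted p under 0.05, and 3 were higher when adjusted over the list alone. These were ImpL2, a secreted protein that binds insulin-like peptides (log2 fold change 1.21, standard error 0.19), bnl, an FGF ligand (0.99, standard error 0.22), and Hph, the prolyl hydroxylase that targets HIF for degradation (0.62, standard error 0.19). Of the 11 members, 6 are in Table S2, which was drawn from these arrays, so the list is not independent evidence of its direction. Cuticle and chitin genes went both ways, with 72 of 128 members above 0 (camera adjusted p = 0.831), and 0 passed limma either way. At an unadjusted p under 0.05, 4 of them were higher, among them Cpr78Cc with a log2 fold change of 1.22, and 3 were lower, among them Cpr11B with -1.64, and the arrays did not overlap for 6 above and 6 below, where chance gives 10% of members in all. Among 16 lipases and lipid droplet genes (camera adjusted p = 0.304), 2 were higher when adjusted over the list alone, which were Lpin, an enzyme of triglyceride synthesis, with 1.22 (standard error 0.19), and bmm, a triglyceride lipase, with 0.71 (standard error 0.17). Glutathione S-transferases, which conjugate toxic compounds to glutathione, numbered 34 (camera adjusted p = 0.117), and GstE1, GstE3 and GstD10 were higher when adjusted over the list alone, with log2 fold changes of 1.76, 1.02 and 0.74. Of 9 genes of purine synthesis (camera adjusted p = 0.133), Pfas and Prat2 were higher when adjusted over the list alone, with 0.86 and 0.83. The lipid, glutathione S-transferase and purine lists have 5, 4 and 2 members in Table S2, so these counts are not independent evidence either. For the immune response, 3 of 13 antimicrobial peptides lay above 0 (camera adjusted p = 0.227), as did 6 of 12 peptidoglycan recognition proteins and lysozymes (camera adjusted p = 0.542), and 0 members of either list passed limma, also at an unadjusted p under 0.05 with the fold limits. Markers of 3 reproductive tissues rose in the same comparison. The median log2 fold change was 0.27 for 15 genes of the male accessory gland (camera adjusted p = 9.19e-04, and adjusted p = 0.722 with an estimated correlation), 0.26 for 21 genes of the testis (camera adjusted p = 0.0160, and adjusted p = 0.824 with an estimated correlation) and 0.19 for 20 genes of the ovary (camera adjusted p = 0.0317, and adjusted p = 0.824 with an estimated correlation). The 18S rRNA control probe sets had a mean log2 signal 1.85 higher in CH than in NC (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). The testis list no longer passed without CH replicate 2 (adjusted p = 0.148) or NC replicate 3 (adjusted p = 0.163), nor the ovary list without CH replicate 3 (adjusted p = 0.311) or NC replicate 1 (adjusted p = 0.856), and with quantile normalization the ovary list had an adjusted p of 0.0945. In a setting chosen after seeing the data, without the 3 replicate 1 arrays, the adjusted p was 0.151 for the accessory gland list and 0.389 for the ovary list.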

Using MAPPFinder in conjunction with GENMAPP, we discovered that there were several gene families that were over-represented in CH treated flies, such as those involved in the response to unfolded proteins, chitin, lipid, carboxylic acid, amino acid-metabolic processes, and the immune response (Table 1, Figure 1A). Indeed, the heat shock protein family was the most up-regulated group in CH and this was exclusive to this treatment (Z score = 6.7; Table 1, S2) (Figure 1, 2A). In contrast, during IH biological processes primarily involved in neurotransmitter transport and defense response were over-represented (Figure 1B, Table 1). Indeed, multidrug resistance proteins (Mdr 49, 50) were up-regulated and were exclusively altered in IH (Z score = 26.82, Table 1, S1) (Figure 1B, 3A). 

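The stress-inducible heat shock proteins, chaperones that hold or refold unfolded proteins, rose as a group in CH. All 10 measured members had a log2 fold change above 0, with a median of 0.62 and a mean of 1.65 (camera adjusted p = 1.37e-16, and adjusted p = 0.00370 with an estimated correlation). Each probe set shared by Hsp70 copies counts as a member of its own, so nearly identical genes enter the list more than once. Its mean and its camera p, here and against IH, therefore do not rest on 10 separate genes. By limma 3 of them passed over all probe sets, each a probe set for Hsp70 copies, and 5 passed when adjusted over the list alone, with Hsp68 and DnaJ-1 added. The probe set shared by the copies Hsp70Ba, Hsp70Bb, Hsp70Bbb and Hsp70Bc had a signal of 482 ± 206 (SD, n = 3 arrays) in NC and 9176 ± 550 in CH, a log2 fold change of 4.29 (standard error 0.28, adjusted p = 0.00483 from limma). That shared by Hsp70Aa and Hsp70Ab went from 1562 ± 496 to 17067 ± 2281, a log2 fold change of 3.48 (standard error 0.25, adjusted p = 0.00483 from limma). That shared by Hsp70Bb and Hsp70Bc went from 109 ± 66 to 2373 ± 391, a log2 fold change of 4.44 (standard error 0.46, adjusted p = 0.0474 from limma). Because the copies are so alike, a signal cannot be given to a single copy, and another, dim probe set named for Hsp70B copies had a log2 fold change of 0.19 (standard error 0.67). A further one, named for CG31343 as well as Hsp70Bb and Hsp70Bc and so not in the list, had -0.95 (adjusted p = 1.00 from limma) and was called lower in a setting chosen after seeing the data, with the replicate number as a block and a spread that follows the mean signal. DnaJ-1, an Hsp40 co-chaperone, had a log2 fold change of 0.73 (standard error 0.19, adjusted p = 0.640 from limma over all probe sets). In IH 8 of the 10 members lay above 0, with a median of 0.06 and a mean of -0.05, which differ in sign, and the list did not pass (camera adjusted p = 0.674). Tested directly, the list was higher in CH than in IH (camera adjusted p = 2.75e-16, and adjusted p = 0.00389 with an estimated correlation), and so were the 3 Hsp70 probe sets, by log2 differences of 4.07, 3.35 and 4.32 in the order above (adjusted p = 0.00640, 0.00640 and 0.0384 from limma). Of the 10 members, 5 by probe set, or 6 by gene symbol, are in Table S2, so the list is not independent evidence of its direction. The folds of the 3 Hsp70 probe sets changed little when 1 array was left out, but the adjusted p of the Hsp70Ba to Hsp70Bc set in CH was 0.0545 without CH replicate 2 and 0.0522 without CH replicate 3, that of the Hsp70Aa set was 0.0545 without CH replicate 2 and 0.0557 without CH replicate 3 or NC replicate 2, and that of the Hsp70Bb set was 0.0980 to 0.364 without any array other than NC replicate 1. Against IH, the first 2 had an adjusted p of 0.0515 to 0.0701 without CH replicate 2, IH replicate 2 or IH replicate 3, and the Hsp70Bb set one of 0.0696 to 0.252 without any array other than NC replicate 1. With the replicate number as a block, only the Hsp70Ba to Hsp70Bc set was called in CH, and none of the 3 against IH.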

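Of 19 neurotransmitter transporters, 6 had a log2 fold change above 0 in IH and the median was -0.20 (camera adjusted p = 0.638), so the list did not pass the test. By limma 0 members passed, over all probe sets or when adjusted over the list alone, and 1 was higher at an unadjusted p under 0.05. This was CG8850, with a log2 fold change of 1.03 (standard error 0.45), followed by SerT, the serotonin transporter, with 0.65 (standard error 0.30) and an unadjusted p of 0.0628. Of the defense genes, 5 of 13 antimicrobial peptides lay above 0, with a median of -0.07 (camera adjusted p = 0.804). Again 0 passed limma, and Drsl1, a drosomycin-like peptide, was the only one at an unadjusted p under 0.05, with a log2 fold change of 1.11 (standard error 0.44). Peptidoglycan recognition proteins and lysozymes had a median of 0.01 and a mean of -0.03, of opposite sign, over 12 members (camera adjusted p = 0.932, direction up), with 0 passing at an unadjusted p under 0.05. In none of these 3 lists did a member have all IH arrays above or below all NC arrays, which 10% of members do by chance. The same 3 lists hold 0 genes of Table S1. They therefore leave out the called genes behind the paper's categories in IH and do not test that result. Among 8 Turandot and JAK/STAT genes (camera adjusted p = 0.221), TotF, a stress-induced humoral factor, was lower when adjusted over the list alone, with a log2 fold change of -1.87 (standard error 0.28, adjusted p = 0.00123 over the list and 0.719 over all probe sets from limma). MtnD, a metallothionein, was higher when adjusted over its list of 4, with 0.81 (standard error 0.20, adjusted p = 0.0140 over the list and 0.907 over all probe sets from limma). MtnD is in Table S1, so this is not independent evidence. The tests with fry, which ask whether a list moves one way without comparing it with other genes, called 0 of the 37 lists in IH. With camera 3 lists passed, none of them of transport or defense. Markers of the ovary and eggshell rose by a median log2 fold change of 0.21 (adjusted p = 0.00124, and adjusted p = 0.910 with an estimated correlation), cytoplasmic ribosomal proteins by 0.07 (adjusted p = 0.0407, and adjusted p = 0.944 with an estimated correlation), and all 13 markers of neurons lay below 0, with a median of -0.32 (adjusted p = 0.0223, and adjusted p = 0.944 with an estimated correlation). The 18S rRNA control probe sets had a mean log2 signal 2.23 higher in IH than in NC (exact permutation test, two-sided p = 0.200). The ovary list had an adjusted p of 0.775 without IH replicate 3 and 0.456 without NC replicate 1, the neuron list 0.717 without IH replicate 1, 0.164 without IH replicate 3, 0.196 without NC replicate 2 and 0.146 without NC replicate 3, and the ribosomal list 0.813, 0.242 and 0.335 without IH replicate 3, IH replicate 2 and NC replicate 1 and 0.0513 to 0.0669 without any 1 of the CH arrays. With quantile normalization none of the 3 passed, with adjusted p = 0.228 for the ovary list and 0.114 for the neuron list, and the ribosomal list turned to lower in IH (adjusted p = 0.811).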

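Mdr49 and Mdr50 encode ABC transporters of the P-glycoprotein family, which pump a range of compounds out of cells. The signal of Mdr49 was 4404 ± 461 (SD, n = 3 arrays) in NC, 4843 ± 490 in CH and 8982 ± 3010 in IH. Its log2 fold change in IH was 0.98 (standard error 0.24), with an unadjusted p of 0.00344 and an adjusted p of 0.907 from limma, and in CH it was 0.14. The signal of Mdr50 was 953 ± 50 in NC, 1213 ± 479 in CH and 2431 ± 1179 in IH, a log2 fold change in IH of 1.21 (standard error 0.42, unadjusted p = 0.0210 and adjusted p = 1.00 from limma) and in CH of 0.26. For both genes every IH array lay above every NC array, as 10% of probe sets do by chance in this direction or the other. Neither gene passed the test over all probe sets in IH. Mdr49 passed when arrays were weighted by their fit to the group means, with a log2 fold change of 0.87 (adjusted p = 0.0391), a setting in which IH replicate 3 had a weight of 5.50 and the other IH arrays had 0.253 and 0.409.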

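CG1600, named Drat in the current annotation, had a signal of 12295 ± 1865 (SD, n = 3 arrays) in NC, 31620 ± 7038 in CH and 23101 ± 5891 in IH. Its log2 fold change was 1.35 in CH (standard error 0.27, unadjusted p = 0.000901 and adjusted p = 0.393 from limma) and 0.89 in IH (standard error 0.27, unadjusted p = 0.00997 and adjusted p = 1.00). CG3884, the symbol in Tables S1 and S2 and now part of CG44251, is read by 2 probe sets, which differ. On the dimmer of these the signal was 1165 ± 193 in NC, 2083 ± 304 in CH and 2167 ± 158 in IH, with log2 fold changes of 0.83 in CH (unadjusted p = 0.00204 and adjusted p = 0.518 from limma) and 0.90 in IH (unadjusted p = 0.00130 and adjusted p = 0.828). On the brighter of these, which stands for the gene here, the log2 fold changes were 0.28 in CH and 0.39 in IH (standard error 0.28 for both), with unadjusted p = 0.348 and 0.202. For CG1600 and for the dimmer CG44251 probe set, every CH and every IH array lay above every NC array. None of the 3 probe sets passed the test over all probe sets in either treatment.

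**Figure D1:**
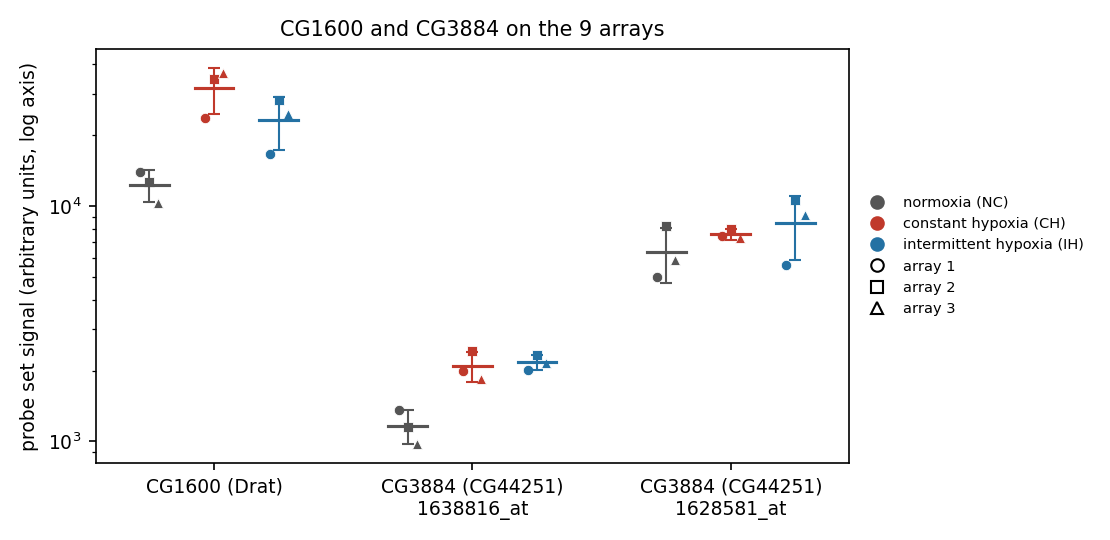
Signal (log axis, arbitrary units) of CG1600 and of both probe sets of CG3884 on the 3 NC, 3 CH and 3 IH arrays; points are single arrays, bars the mean and error bars the SD. The CH and IH points lie above the NC points for CG1600 and for the dimmer CG3884 probe set, and the groups overlap for the brighter.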

There were however genes such as CG3384 and CG1600 that were upregulated in both IH and CH conditions (Table S1, S2). These genes are involved in chitin metabolic processes and oxidoreductase activity, respectively. We validated the expression profiles of candidate genes (Hsp23, Hsp70, CG1600, Mdr49, l(2)08717 by real-time PCR and found these data to be consistent to that observed in microarrays (Figure 2D,3D, 4D).

**Figure 1:**
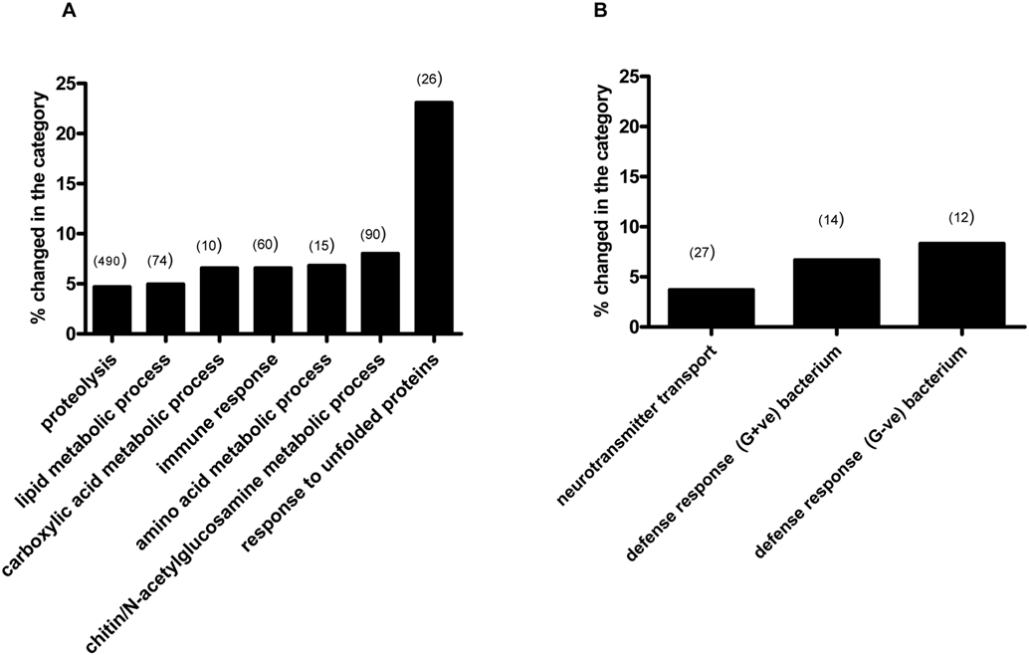
Over-expressed genes in various biological processes during hypoxia (CH or IH). (A): Over-expressed genes in biological processes during constant hypoxia. (B): Over-expressed genes in biological processes during intermittent hypoxia. The bars represent over-expressed biological processes in terms of percentage of genes changed in the category as calculated by GENMAPP as shown in table 1. The number in parentheses represents the number of genes measured as shown in Table 1.

**Figure 2:**
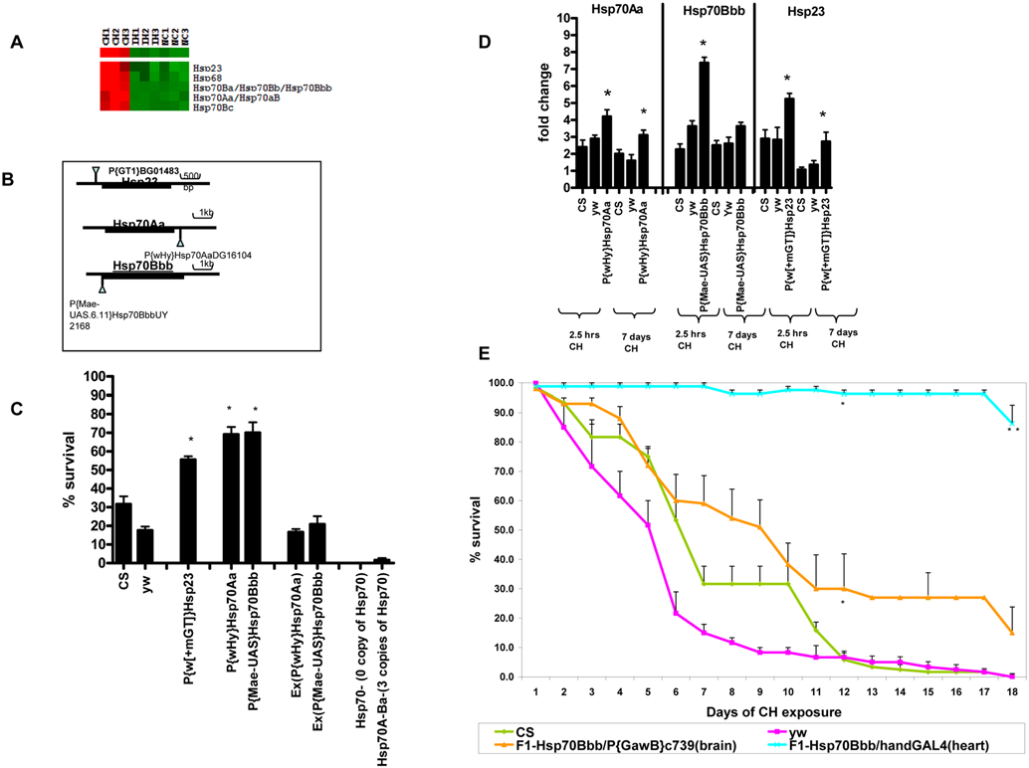
Role of Hsp70 and Hsp23 during CH. (A): The microarray results were clustered using GenMapp and viewed with Treeview. Upregulated genes are shown in red and downregulated genes are shown in green. Heat shock proteins specifically Hsp23, Hsp68 and Hsp70, are significantly over-expressed during constant hypoxia (CH1, CH2 and CH3) as compared to normoxia controls (NC1, NC2 and NC3) and intermittent hypoxia replicates (IH1, IH2 and IH3). (B): Genomic location of P-element for genes Hsp23, Hsp70Aa and Hsp70Bbb. (C): Functional testing of Hsp23 and Hsp70 genes during CH. Percent survival of adult flies after exposure to 1.5% O_2_ CH for 7 days. CS and yw serve as controls. Hsp70 and Hsp23 P-element lines showed significantly higher survival than CS, yw controls (P<0.05). In contrast, P-element excision lines (Ex) and Hsp70- lines showed survival similar to or less than controls. Each bar represents the average of at least three tests for each line and error bars represent the standard errors. * with unpaired t-test P<0.05. (D): Real-time PCR analysis to validate upregulation of Hsp70Aa, Hsp70Bbb and Hsp23 in controls and P-element lines after exposure to CH. Hsp-P-element lines showed significantly higher mRNA levels of heat shock proteins than controls after 2.5 hours and 7 days of CH exposure(P<0.05). * With unpaired t-test comparing the fold change of P-element lines with yw normoxia control, P<0.05. (E): Testing for survival of adult F1 flies expressing Hsp70 in various tissues using the GAL4 drivers at 1.5% O_2_ CH. The graph represents the percent survival of CS, yw and the F1 progeny obtained by crossing UAS-Hsp70Bbb with Hand(Heart) and c736(Brain)-GAL4 drivers. Over-expression of Hsp70 in cardioblasts, pericardial cells and hemocytes(Hand) leads to remarkable survival as compared to controls (at day 18, P<0.0001). * with unpaired t-test P<0.05. ** P<0.0001.

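Hsp68, a stress-inducible member of the Hsp70 family, had a signal of 1106 ± 266 (SD, n = 3 arrays) in NC, 4992 ± 357 in CH and 1225 ± 350 in IH. Its log2 fold change in CH was 2.18 (standard error 0.25, unadjusted p = 2.10e-05 and adjusted p = 0.0787 from limma), just short of the limit over all probe sets, and in IH it was 0.14 (standard error 0.25). The log2 difference of Hsp68 between CH and IH was 2.05 (adjusted p = 0.0788 from limma). Hsp68 passed in CH and against IH when the lowest 40% of probe sets by mean were left out (adjusted p = 0.0117 and 0.0202) and when the spread followed the mean signal (adjusted p = 0.00262 and 0.00515), and its log2 fold change in IH became -0.23 with array weights. The small heat shock proteins Hsp26, Hsp27 and l(2)efl, which keep unfolded proteins soluble, had log2 fold changes of 0.25 (standard error 0.20), 0.24 (standard error 0.24) and 0.17 (standard error 0.31) in CH, and none of them passed the test, alone or over the list. Only genes of Fig. 2A with a named probe set of their own or shared between Hsp70 copies were analysed here. Hsp23, the small heat shock protein that the paper reports as raised in CH, had no named probe set here. The values of Hsp26, Hsp27 and l(2)efl therefore do not speak for Hsp23 or for small heat shock proteins as a group.

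**Figure D2:**
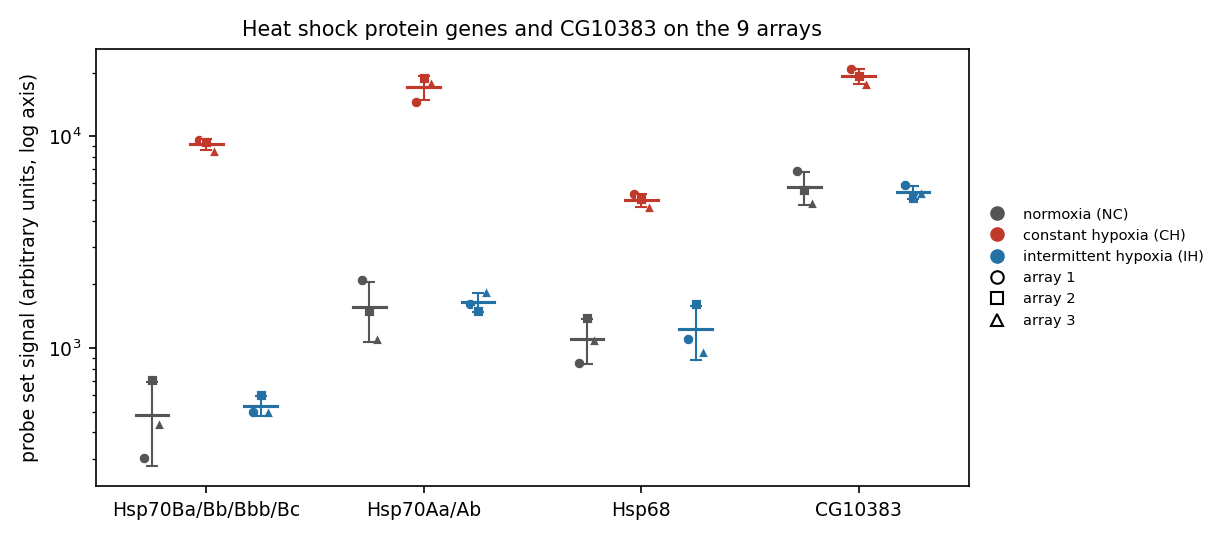
Signal (log axis, arbitrary units) of Hsp70 probe sets and Hsp68 on the 3 NC, 3 CH and 3 IH arrays; points are single arrays, bars the mean and error bars the SD. For Hsp68 the CH arrays average 4992 and the NC and IH arrays 1106 and 1225.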

**Figure 3:**
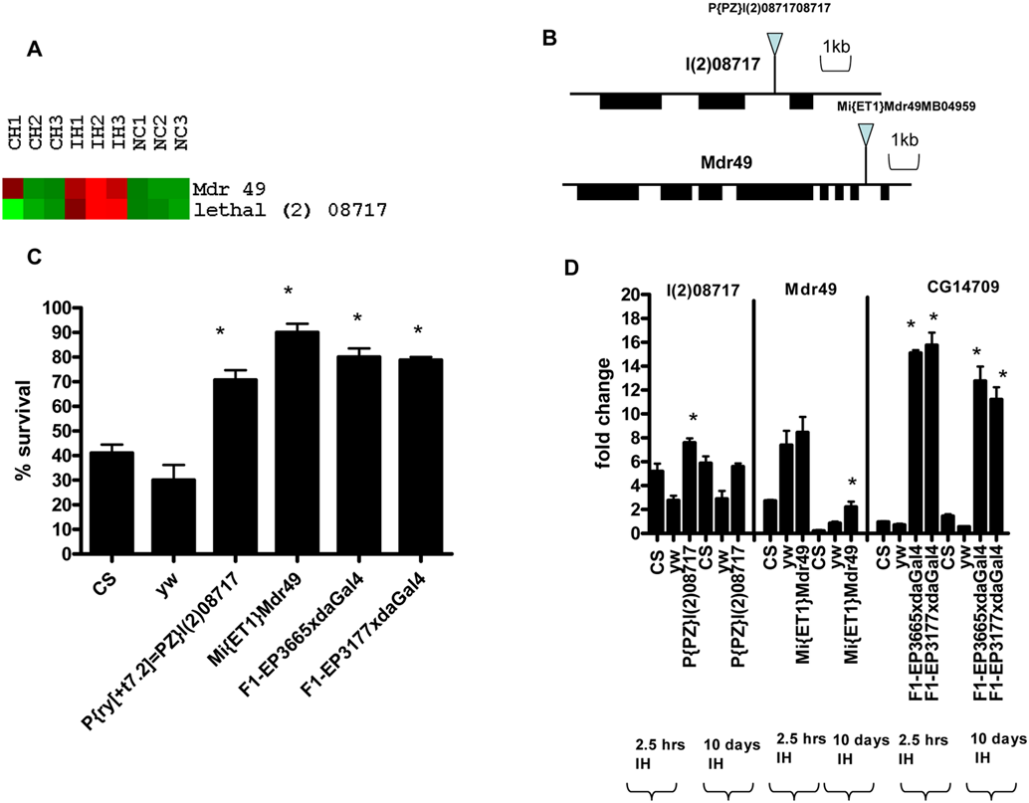
Role of Mdr49 and l(2)08717 genes during IH. (A):Over-expression of Mdr 49 and l(2)08717 during intermittent hypoxia as demonstrated by microarray analysis. Upregulated genes are shown in red and downregulated genes are shown in green. IH1, IH2 and IH3 represent replicates exposed to intermittent hypoxia for 2.5 hours. Mdr49 and l(2)08717 are specifically upregulated during IH. NC1, NC2 and NC3 represent the normoxia controls and CH1, CH2 and CH3 represent replicates exposed to constant hypoxia for 2.5 hours. (B): Genomic location of P-element for genes l(2)08717 and Mdr49. (C): Functional testing of l(2)08717, Mdr49 and CG14709 genes during IH. Percent survival of adult flies after exposure to 21%–1.5% O_2_ IH for 10 days. CS and yw serve as controls. P{PZ}l(2)08717 and Mi{ET1}Mdr49 lines showed significantly higher survival as compared to controls(CS, yw, P<0.05). Each bar represents the average of at least three tests for each line and error bars represent the standard errors. * With unpaired student t-test comparing the % survival of P-element lines with CS and yw controls, P<0.05. (D): Real-time PCR analysis to validate upregulation of l(2)08717, Mdr49 and CG14709 genes after exposure to IH in controls and P-element lines. After normalizing the values with actin, fold change was calculated in comparison to relative mRNA levels at normoxia. For l(2)08717, Mdr49 and CG14709 genes relative mRNA levels and fold change was measured in CS, yw and the P-element lines after 2.5 hours and 10 days. P-element lines of Mdr49 and CG14709 showed increased expression after 2.5 hours and 10 days as compared to controls, P<0.05. * With unpaired t-test comparing the fold change of P-element lines with yw normoxia control, P<0.05.

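MFS14, the gene named here beside Mdr49 under an older symbol, encodes a transporter of the major facilitator superfamily. Its signal was 7149 ± 845 (SD, n = 3 arrays) in NC, 5333 ± 1847 in CH and 13753 ± 4652 in IH. The log2 fold change of MFS14 was 0.88 in IH (standard error 0.35, unadjusted p = 0.0354 and adjusted p = 1.00 from limma) and -0.48 in CH (standard error 0.35, unadjusted p = 0.207). All 3 IH arrays lay above all NC arrays, with IH replicate 1 nearest at 8424 against an NC maximum of 7873. For Mdr49, the IH arrays lay at 6830, 12422 and 7695 in the order of replicates, above an NC maximum of 4936. Under the alternatives that kept the adjustment over all probe sets, the smallest adjusted p of MFS14 in IH was 0.0618, with array weights.

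**Figure D3:**
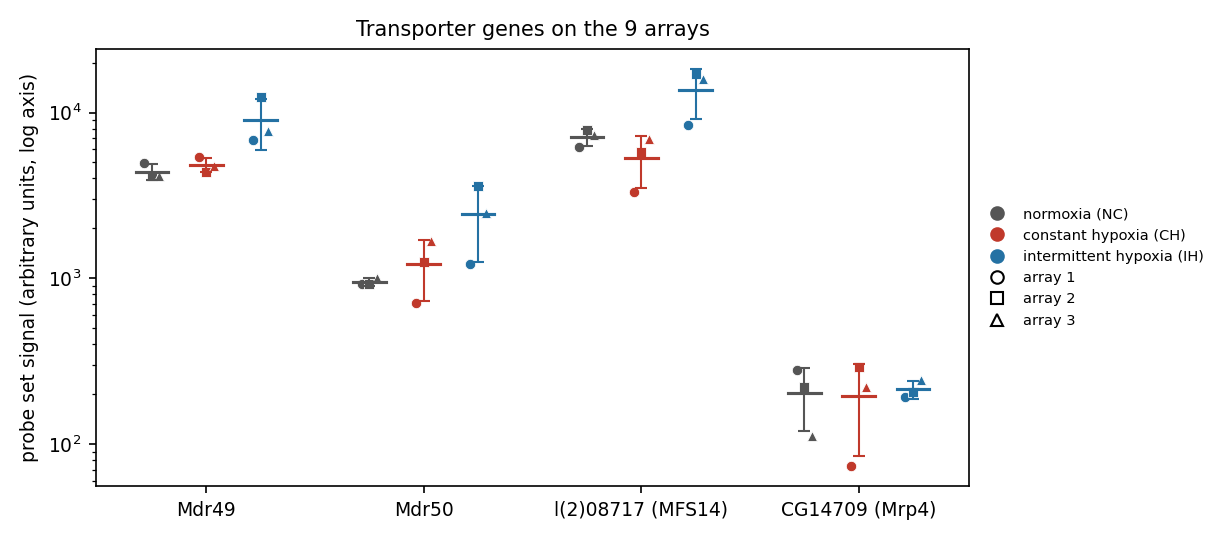
Signal (log axis, arbitrary units) of the transporter genes on the 3 NC, 3 CH and 3 IH arrays; points are single arrays, bars the mean and error bars the SD. The mean of MFS14 is 7149 in NC, 5333 in CH and 13753 in IH.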

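The difference between CH and IH was tested directly. MFS14 was lower in CH than in IH by a log2 difference of -1.36 (standard error 0.35, unadjusted p = 0.00443 and adjusted p = 0.569 from limma), and every CH array lay below every IH array. Mdr49 gave -0.84 (standard error 0.24, unadjusted p = 0.00782 and adjusted p = 0.672), also with no overlap, and Mdr50 -0.95 (standard error 0.42, unadjusted p = 0.0553 and adjusted p = 0.999), with overlap. By chance 10% of probe sets show no overlap in such a comparison. None of these differences passed over all probe sets. With array weights MFS14 (adjusted p = 0.0398) and Mdr49 (adjusted p = 0.0493) passed. MFS14 also passed (adjusted p = 0.00220) in a setting chosen after seeing the data, in which the replicate number was a block and the spread followed the mean signal.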

**Figure 4:**
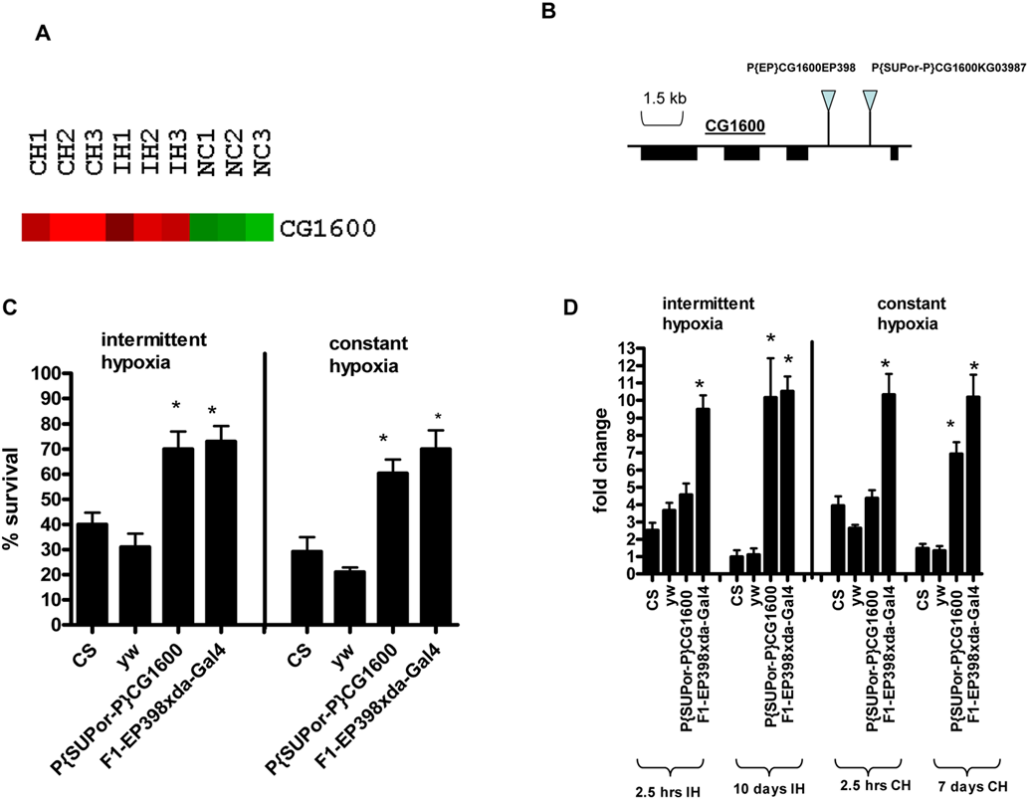
CG1600 gene has an important role under both paradigms- CH and IH. (A): Over-expression of CG1600 during IH as well as CH as demonstrated by microarray analysis. Upregulated genes are shown in red and downregulated genes are shown in green. IH1, IH2 and IH3 represent replicates exposed to intermittent hypoxia for 2.5 hours. NC1, NC2 and NC3 represent the normoxia controls and CH1, CH2 and CH3 represent replicates exposed to constant hypoxia for 2.5 hours. (B): Genomic location of P-elements for gene CG1600. (C): Functional testing of CG1600 gene during CH and IH. Percent survival of adults flies after exposure to 21%–1.5% O_2_ IH for 10 days. Percent survival of adult flies after exposure to 1.5% O_2_ CH for 7 days CS and yw serve as controls. P-element lines of CG1600 survived much better than controls under both CH and IH (P<0.05). Each bar represents the average of at least three tests for each line and error bars represent the standard errors.* with unpaired t- test P<0.05. (D): Real-time PCR analysis to validate upregulation of CG1600 gene in controls and P-element lines after exposure to IH and CH. After normalizing the values with actin, fold change was calculated in comparison to relative mRNA levels at normoxia. For CG1600 gene relative mRNA levels and fold change was measured in CS, yw and the F1 progeny of EP line x dal-Gal4 and P-element line after 2.5 hours and 10 days for IH and CS, yw and the P-element after 2.5 hours and 7 days for CH. P-element lines of CG1600 genes showed several fold higher expression than controls even after 7 days CH or 10 days IH. * With unpaired t-test comparing the fold change of P-element lines with yw normoxia control, P<0.05.

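On single arrays, Drat (CG1600) had a signal of 10273 to 13948 in NC, 23564 to 36572 in CH and 16603 to 28092 in IH, and the lowest hypoxia value was that of IH replicate 1. Drat did not pass over all probe sets in CH or in IH. With array weights it passed in both, with log2 fold changes of 1.52 in CH (adjusted p = 0.0361) and 1.03 in IH (adjusted p = 0.0450). In CH it also passed (adjusted p = 0.00654) with the replicate number as a block and a spread that follows the mean signal, a setting chosen after seeing the data.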

**Table 1:** Over-represented biological processes after 2.5 hours of CH (1% O_2_) or IH (1%–21% O_2_) exposure as computed by GENMAPP.

GOID	Constant Hypoxia (CH)	# Changed	# Measured	# in GO	% Changed	% Present	Z Score	PermuteP
	GO Name							
6986	response to unfolded protein	6	26	31	23.077	83.871	6.766	0
19752	carboxylic acid metabolic process	1	10	10	6.566	98.020	3.74	0.001
6508	proteolysis	24	490	532	4.704	93.031	3.541	0.003
6520	amino acid metabolic process	1	15	16	6.818	97.778	3.231	0.007
6030	chitin metabolic process	7	90	99	8.000	91.743	3.572	0.008
7219	Notch signaling pathway	5	40	41	11.364	97.778	3.801	0.008
6950	response to stress	3	19	19	6.135	95.882	3.03	0.012
48102	autophagic cell death	5	61	62	8.824	98.551	3.379	0.013
6967	+ regulation of antifungal peptide biosynthetic process	2	7	7	28.571	100.000	4.443	0.018
19642	anaerobic glycolysis	1	1	1	100.000	100.000	6.274	0.021
6629	lipid metabolic process	6	74	79	4.975	97.573	2.303	0.038
6952	defense response	1	27	29	6.579	87.356	2.309	0.04
6955	immune response	5	60	66	6.579	91.566	2.309	0.05

GOID	Intermittent Hypoxia (IH)	# Changed	# Measured	# in GO	% Changed	% Present	Z Score	PermuteP
	GO Name							
6855	multidrug transport	1	1	1	100.000	100.000	26.82	0.002
6810	transport	5	704	735	0.431	95.868	2.855	0.017
50830	defense response to Gram-positive bacterium	1	14	15	6.667	93.750	6.795	0.022
50829	defense response to Gram-negative bacterium	1	12	14	8.333	85.714	7.628	0.023
6961	antibacterial humoral response	1	16	19	6.250	84.211	6.57	0.027
6836	neurotransmitter transport	1	27	28	3.704	96.429	4.982	0.049

To determine which altered genes has a functional role and is crucial in sustaining survival under severe hypoxia, we used P-element lines. We first focused on the genes which had single P-element insertions within or around the genes of interest (i.e., altered in the microarrays). We argued then that testing the survival of such P-element (or EP lines) in either IH or CH will allow us to gain insight into the role of these genes. We therefore tested the survival of these fly lines during 1.5% O_2_ along with CS and yw serving as controls (see Methods).

### Gene regulation during CH: Role of Hsp70 and Hsp23

Seventeen percent of the total P-element lines that were tested during CH showed a role for the up-or down-regulated genes. Among the upregulated genes, heat shock proteins and specifically Hsp70 and Hsp23, seem to play an important role in hypoxia tolerance. The survival rate was 55% for Hsp23 and ∼70% for the Hsp70Aa and Hsp70Bbb P-elements as compared to control (31%) (P<0.05, Figure 2C, Table S3). In addition, when the Hsp70 P-elements were precisely excised, their increased survival was eliminated (Fig. 2C). Interestingly, when we used fly lines that had no copies of Hsp70 or even half of the copies for Hsp70Bb, Bbb, and Bc expressed, adult flies had markedly reduced survival and even lower survival than controls (Figure 2C). Furthermore, by analyzing the gene expression profiles (real-time PCR) in the P-element lines and controls during hypoxia (2.5 hrs or 7 days), we found that P-element lines had much higher expression levels of heat shock proteins than controls (Figure 2D) such as five fold higher mRNA level of Hsp70Bbb as compared to controls after 2.5 hours (P<0.05, Figure 2D). The P-element lines Hsp70Aa and Hsp23 also had two fold higher expression levels in their mRNA than controls after 2.5 hours as well as after 7 days of CH (P<0.05, Figure 2D).

In order to further dissect the mechanisms of protection as it pertains to heat shock 70, we over-expressed Hsp70 in various tissues such as heart, muscles and brain utilizing progenies of crosses with specific GAL4 drivers. We then subjected the F1 progeny of such crosses to severe hypoxic stress by exposing them to 1.5% O_2_ CH and assessing adult survival along with controls. By manipulating the spatial expression of Hsp70 *in vivo*, we made several interesting observations. Ubiquitous expression of Hsp70 (using da-Gal4) causes lethality at the larval stage. We also observed that expressing Hsp70 in the heart (specifically cardioblasts, pericardial cells and lymph gland-which is a hematopoietic organ in flies; [19], [20]) increased survival of the adult flies remarkably (Figure 2E). After 12 days of exposure to 1.5% O_2_ CH, the F1-UAS-Hsp70/HandGal4 progeny continued to have almost full survival (∼97% as compared to controls which had 6% survival, P<0.0001; Figure 2E). Furthermore, even after 19 days of CH exposure, at which point there were no controls alive, F1-UAS-Hsp70/HandGal4 progeny had still 86% adult survival. Over-expressing Hsp70 in brain (F1-UAS-Hsp70/P{GawB}c739- specific expression in mushroom body and some parts of antennal lobes [21]) also induced a better survival than controls (P = 0.017, Figure 2E). In contrast, over-expressing Hsp70 exclusively in the muscles (F1-UAS-Hsp70/P{GawB}DJ667), glial cells (F1-UAS-Hsp70/Eaat1) and nervous system (F1-UAS-Hsp70/elav-GAL4) did not seem to have any beneficial effect on adult survival under hypoxia (P>0.05, t-test). The fly stocks of GAL4 drivers alone (without Hsp70 over-expression) did not survive better than controls (P>0.05, t-test). It is interesting to note that over-expressing Hsp70 in the entire nervous system (neurons-CNS and PNS) (elav) had a deleterious effect on adult survival. In contrast, over-expressing Hsp70 only in specific parts of brain (alpha and beta lobe Kenyon cells (intrinsic neurons) of the Mushroom bodies) provides survival advantage over controls.

### Gene regulation during IH: Role of Anion/Cation symporter and multidrug resistance genes

While screening the P-element lines for adult survival during 1.5% O_2_ IH (Table S4) we found that P{PZ}l(2)08717 had a much higher survival (70% survival) than controls (CS-41% and yw-30% survival, P<0.05; Figure 3C). In fact this P-element line showed around five fold higher level of mRNA than that of yw (control) after 2.5 hours exposure of IH (Figure 3D). After 10 days of IH, the mRNA levels P{PZ}l(2)08717 was still 2.5 fold higher than yw (P<0.05, Figure 3D). 

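Of 16 multidrug resistance and related ABC transporters measured, 8 had a log2 fold change above 0 in IH and 8 below, with a median of -0.02 and a mean of 0.12, which differ in sign (camera adjusted p = 0.270, direction up, and adjusted p = 0.910 with an estimated correlation). Mdr49 and Mdr50 were the only members of the list higher in IH at an unadjusted p under 0.05, and adjusted over the list alone limma gave adjusted p = 0.0550 and 0.168. Both are in Table S1, which was drawn from these arrays. The next member by p, CG31792, had a log2 fold change of 0.53 (standard error 0.43), and Cftr had -0.18 (standard error 0.19). In CH 7 of the 16 lay above 0 (camera adjusted p = 0.273), and CG10505 had the smallest p, with -0.85 (standard error 0.34). Compared directly, the list was lower in CH than in IH, with 12 of 16 members below 0 and a median log2 difference of -0.15 (camera adjusted p = 0.00764, and adjusted p = 0.267 with an estimated correlation). Besides the Mdr genes, Sur, a sulfonylurea receptor homolog, had a log2 difference of -0.63 (standard error 0.27, unadjusted p = 0.0455). This call was lost with fry (adjusted p = 0.193) and without CH replicate 2 (adjusted p = 0.116), IH replicate 2 (adjusted p = 0.0712) or IH replicate 3 (adjusted p = 0.0789). Mrp4 (CG14709), of the same family, had log2 fold changes of -0.15 in CH and 0.14 in IH (standard error 0.48 for both) at a signal of 204 ± 84 (SD, n = 3 arrays) in NC.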

Another family that was predominantly and exclusively upregulated in IH was the Multi-drug resistance proteins (Figure 3A). The P-element line Mi{ET1}Mdr49 showed more than double (∼90%) adult survival in IH as compared to controls (∼40%) after 10 days of exposure (P<0.05,Figure 3C). Real-time PCR results showed that Mi{ET1}Mdr49 has about two fold higher Mdr49 expression than controls even after 10 days of IH exposure (P<0.05, t-test, Figure 3D), suggesting that sustained increased expression of Mdr49 is beneficial in survival over longer periods of IH treatment. In order to reinforce our hypothesis that Multi-drug resistance/transport is linked to IH tolerance, we tested CG14709 gene which belongs to the same Multi-drug resistance protein family [22]. We over-expressed this gene ubiquitously using da-Gal4 driver and confirmed that the F1 progeny had >10 fold higher mRNA level than controls (Figure 3D). The increased expression of this gene provided marked adult survival to the F1 progeny of the EP lines (EP3655 and EP3177) during IH exposure as shown by a ∼70% survival of these lines as compared to the controls (∼40% survival) (P<0.05, Figure 3C).

### Gene Regulation during IH and CH: CG1600 gene and Role of its Oxidoreductase activity

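The log2 difference of Drat (CG1600) between CH and IH was 0.46 (standard error 0.27, unadjusted p = 0.120 from limma), so its rank between the treatments was not separated from the spread between arrays. Over all 18769 probe sets, the log2 fold changes in CH and in IH had a correlation of r = 0.452 across probe sets, which are not independent replicates. Both comparisons use the same NC arrays, and 100 simulated data sets with no effect of either treatment and independent arrays gave r = 0.4999 ± 0.0072 (SD). The observed covariance was 0.0774 and the simulated one 0.0807, a difference of -0.00327. At the full limits 0 probe sets were called in both treatments by limma. At an unadjusted p under 0.05, 71 were higher in both and 71 lower in both, against 92.3 and 93.7 in the simulation and 5.79 and 4.81 for independent lists of these sizes. In opposite directions lay 10, against 3.48 in the simulation and 12.2 for independent lists. A further simulation, chosen after seeing the data, kept the fitted differences between replicate numbers. It gave 32.4 higher in both, 32.6 lower in both and 1.2 in opposite directions, and all of the observed counts lay above these. Its r was 0.4997 ± 0.0083 (SD), so the observed r lay below it. Since calls in opposite directions exceeded this simulation as well, the larger overlap alone does not show more sharing. No split of 3 NC arrays leaves at least 2 in each part, so the 2 comparisons could not be given separate NC arrays. Both simulations, with no effect, gave more overlap than independent lists, so part of the excess comes from the shared arrays. How large that part is depends on how the spread between arrays is simulated. Besides Drat, Prx6c (Prx2540-2), a peroxiredoxin that removes peroxides, had close values, with log2 fold changes of 0.52 in CH and 0.57 in IH (standard error 0.22 for both, unadjusted p = 0.0459 and 0.0333).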

CG1600 gene is up-regulated in both CH and IH. It is involved in zinc binding and has oxidoreductase activity. When over-expressed, it led to better survival of flies under both treatments (Figure 4A–C). The F1 progeny of EP398 line and P{SUP}CG1600 line showed almost double (∼70%) percent survival during both IH and CH than in controls (P<0.05; Figure 4C). The real-time PCR data demonstrated significantly higher expression of CG1600 gene in the P-element (P-SUP) and EP398(F1 progeny) line under both regimes-CH and IH after 7 and 10 days respectively (P<0.05;Figure 4D). This suggests that the increased expression (>4fold) of CG1600 gene in these P-element lines leads to their increased survival (∼double) under both IH and CH regimes as shown above.

## Discussion

The mechanisms underlying injury from hypoxia or adaptation to this stress are not well delineated, although previous studies have shed some light on certain fundamental aspects of the response to hypoxia [23], [24], [25], [26], [27], [28]. In this study, we employed gene expression analysis coupled with the functional studies of the role of specific genes in survival to IH or CH *in vivo* using *Drosophila* as a model system and made two major observations. First, we found that gene expression was dependent on the hypoxia paradigm, such that IH induced genes predominantly involved in transport and defense, whereas CH strongly induced genes involved in stress response and metabolic processes. Furthermore, based on survival and gene expression data, it appeared that Mdr49 and l(2)08717 genes played an important role in IH. In contrast, the survival advantage in CH was provided specifically by heat shock proteins Hsp70 and Hsp23. 

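Compared directly, 5 probe sets were higher and 2 lower in CH than in IH by limma. The higher ones were the 3 Hsp70 probe sets, CG10383 with a log2 difference of 1.82 (standard error 0.18, adjusted p = 0.0294), and a probe set with no gene name here, with 2.17 (adjusted p = 0.0166). The lower ones were Ugt37C2, of the UDP-glycosyltransferases that conjugate foreign compounds, with -2.29 (standard error 0.26, adjusted p = 0.0481), and yellow-d2 with -1.86 (standard error 0.20, adjusted p = 0.0384). The signal of yellow-d2 in CH is close to the 16 added, which sets the size of its difference, and with 1 or 50 added in its place yellow-d2 had -2.40 and -1.27 and did not pass (adjusted p = 0.0521 and 0.0618), nor did Ugt37C2 with 1 added (adjusted p = 0.0760). The signal of Ugt37C2 was 170 ± 46 (SD, n = 3 arrays) in NC, 41.7 ± 15.8 in CH and 260 ± 14 in IH. With a spread that follows the mean signal, the probe set with no gene name, Ugt37C2 and yellow-d2 were not called. With the dimmest 40% of probe sets left out these were not called either, nor was the Hsp70Bb and Hsp70Bc set. At an unadjusted p under 0.05 with the fold and direction limits, 574 probe sets were higher and 192 lower in CH than in IH, and by no overlap with the fold limits 599 and 196, where 7.86% of probe sets showed no overlap against 10% by chance. Hypoxia response genes were higher in CH than in IH, with 9 of 11 members above 0 and a median log2 difference of 0.65 (camera adjusted p = 0.00105, and adjusted p = 0.125 with an estimated correlation), led by Hph with 0.93 and bnl with 1.03. The gene of the bnl receptor, btl, lay the other way, with -1.63 (standard error 0.53), and was lower when adjusted over the list alone. All 4 metallothioneins, which bind metal ions, lay below 0, led by MtnD with -1.07 (camera adjusted p = 0.00524, and adjusted p = 0.575 with an estimated correlation). Of these 4, 2 are in Table S1 or Table S2, which were drawn from these arrays, so their direction is not independent evidence. Markers of the testis (median 0.30, camera adjusted p = 5.56e-04) and of the male accessory gland (median 0.31, camera adjusted p = 7.56e-04) were also higher in CH than in IH (adjusted p = 0.737 for both with an estimated correlation). The count of 5 became 7 without IH replicate 1, 6 without NC replicate 1, 3 without NC replicate 2 or CH replicate 3, 2 without NC replicate 3 or CH replicate 1, and 0 without CH replicate 2, IH replicate 2 or IH replicate 3, and that of 2 became 1 without IH replicate 1 and 0 without any other array but NC replicate 1. With the replicate number as a block, both counts became 0. Without IH replicate 3 neither the testis list (adjusted p = 0.117) nor the accessory gland list (adjusted p = 0.261) passed, the metallothioneins did not without IH replicate 2 (adjusted p = 0.211) or IH replicate 3 (adjusted p = 0.0671), and the hypoxia response list did not without IH replicate 2 (adjusted p = 0.0860). The paper states that expression depended on the kind of hypoxia, with transport and defense genes induced in IH and stress response and metabolic genes in CH.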

Second, it appeared that the role of the genes induced under CH or IH was not generalized but very much specific to the paradigm. For example, Hsp70, which played an important role in CH tolerance, did not do so when over-expressed and tested in IH. Similarly P-element lines which over-expressed Mdr49 and l(2)08717 genes showed survival in IH but did not show a survival advantage over controls in CH.

In order to further appreciate the functional role of the specific candidate genes, we performed experiments in which we used the UAS-Gal4 technique to differentially express such genes in specific tissues. For example, we have shown that the specific over-expression of Hsp70 in heart (cardial cells, pericardial cells and hemocytes) and to a certain degree in brain (mushroom body and antennal lobes) of flies increased survival in CH. This survival in CH did not occur when Hsp70 was over expressed in other tissues such as in muscles. This differential survival caused by tissue specific Hsp70 over-expression highlights the importance of specific tissues in survival during hypoxic stress. Our observation that ubiquitous expression of Hsp70 caused lethality at the larval stage in flies could be dependant on the level (amount) of over-expression of Hsp70. Although mechanisms and signaling pathways for protection conferred by Hsp70 remain to be elucidated, it is known that Hsp70 has diverse functions, such as acting as a chaperone as well as in apoptosis [29], through the interaction with c-jun amino terminal kinase (JNK), BCL-2 Interacting Domain (Bid) and BCL2-associated athanogene (BAG1) [30], [31]. Either of these mechanisms may be playing a role in survival in our flies when subjected to CH and when Hsp70 is over-expressed. It is interesting to note in this regard that previous studies have shown that the heat shock family is induced and is important in stress such as hypoxia but these studies had not appreciated the differences between IH and CH and their gene expression underpinnings or the specificity of tissue importance for the survival of the whole organism [32], [33], [34], [35], [36]. This demonstrates the utility of *Drosophila*, once again as a model organism to further dissect the mechanism(s) involved in hypoxia tolerance.

We have shown in this work that two single genes- Mdr49 and l(2)08717 play an important role in terms of adult survival in IH. l(2)08717 gene is a high affinity inorganic phosphate: sodium symporter and belongs to the Anion/Cation Symporter(ACS) family of transporters. Interestingly, l(2)08717 gene has protein homology with human sailin protein which is associated with lysosomal storage diseases such as Salla disease (SD) and Infantile sialic acid storage disease (ISSD) [37]. Hypoxia-induced upregulation of sialin has been reported in an *in-vitro* study using cultured cancer cells [38]. At this point, it is not clear as to how this gene confers tolerance to IH. In humans sialin is thought to play a significant role in regulating lysosomal pH, through an anion conductance or coupled movement of protons [39]. Whether l(2)08717 symporter activity maintains lysosomal pH and leads to better survival during IH is not known at this time, but previous studies in flies have shown that gene mutations linked with lysosomal trafficking pathways lead to synaptic dysfunction, neuronal degeneration and decrease in lifespan in adults [40], [41]. Furthermore, *in vitro* studies have shown that l(2)08717 gene is a putative target of Hairy and Clock genes in *Drosophila* which are major regulators of hypoxia tolerance, circadian rhythms and a variety of metabolic pathways suggesting other potential mechanism(s) by which this gene leads to IH tolerance [42], [43].

Our finding regarding the role of Mdr49 gene exclusively during IH is also intriguing. The Mdr family is induced in multi-drug resistance cell lines which are resistant to a broad spectrum of compounds, including the ones used for cancer chemotherapy [44]. Although the mechanism(s) by which Mdr49 leads to IH tolerance is not known at this time, we have previously identified Mdr49 as one of the putative targets of *Drosophila* ADAR gene by using immunoaffinity enrichment of inosine-containing mRNA, DNA microarrays and sequence comparison data [45]. Adenosine deaminase acting on RNA works through RNA editing and alters protein structure and function. For example, in the mammalian brain, its activity results in changes in the functional properties of neurotransmitter receptors such as glutamate and serotonin as well as channels and transporters [46]. We have previously shown that in dADAR−/− flies become hypoxia-sensitive and have premature neurodegeneration [45]. We have also shown that ADAR plays a regulatory in ROS metabolism [47], which can also be important in IH.

In summary, this study is the first that we know of that has examined the gene expression changes and the role of specific genes involved in tolerance to both IH and CH using *Drosophila* as the model system. This study has demonstrated that a) gene expression profiles are specific to the stimulus paradigm, b) specific genes play an important role in protecting *Drosophila* and promoting survival in severe stress, and c) gene expression during IH or CH in specific tissues enhances survival of the whole fly.

## Methods

### *Drosophila* stocks

Wild type Canton S (CS) stock was obtained from *Drosophila* Stock center (Bloomington, Indiana, USA) and used for studying changes in gene expression using microarrays. The P-element insertion stocks of the genes that were up- or down-regulated by hypoxia treatments (IH and CH) and the tissue-specific GAL4 drivers were obtained from *Drosophila* Stock centers (Bloomington, Indiana, USA, and Szeged, Hungary). Hsp70-(no copies of Hsp70) and Hsp70A-Ba-(3 copies of Hsp70) fly stocks were generous gift from Dr. Brian Bettencourt's Lab (University of Massachussets Lowell, MA, USA). Hand-Gal4 driver was generously provided by Dr. Rolf Bodmer's Lab (Burnham Institute, CA, USA). Flies were maintained on standard-cornmeal *Drosophila* medium in an incubator at temperature of 25°C and 30–50% humidity.

### Hypoxia treatments (CH, IH and NC)

In order to determine the hypoxia level for fly exposure, we performed a pilot study based on behavioral changes and mortality. At 1% CH or IH adult flies showed very slight movement, did not lay eggs and started to die after 3 days. We chose a time period of 2.5 hours to eliminate the effect of starvation based on a preliminary study where we examined the effect of starvation, hypoxia and a combination of both (unpublished observations). Flies were exposed in specially designed computerized chambers which can modulate the level of O_2_ using a combination of Oxygen (O2) and Nitrogen (N2) with Oxycycler hydraulic system (Model A44x0, BioSpherix, Redfield, NY) and ANA-Win2 Software (Version 2.4.17, Watlow Anafaze, CA). Twenty-five CS males and females (5–6 days old adult) were exposed to 2.5 hours of 1% O_2_ CH or 1–21% O_2_ IH treatments. For CH, the O_2_ level was maintained at 1% O_2_ continuously. For IH, the cycle consisted of a 4 min period of 1% O_2_ concentration alternating with a 4 min of 21% O_2_ concentration. The ramp time was 1 min for 1%–21% O_2_ and around 10 minutes for 21%–1%O_2_. Hence, the total time of one complete IH cycle is ∼20 min. Temperature and humidity were monitored and maintained at 22–24°C and 30–50% respectively. As a control, 25 males and females (5–6 days old adult) CS were exposed to 2.5 hours of normoxia (NC) and were kept in the same room and exposed to the same level of light and noise.

### Microarrays and Data Analysis

In this study, GeneChip® Drosophila Genome 2.0 Array (Affymetrix, Santa Clara, CA) were used. Three arrays were used per treatment of CH, IH and NC. Total RNA was extracted from each sample using Trizol (Invitrogen, Carlsbad, CA) followed by clean up with RNeasy Kit (Qiagen, Carlsbad, CA). All of the steps of processing the RNA, hybridization to the Affymetrix GeneChips®, washing and scanning were done according to protocols recommended by Affymetrix using an Affymetrix GeneChip fluidic station and scanner (Affymetrix, Santa Clara, CA). The raw data were normalized using Bioconductor Affy software (www.bioconductor.org/packages/2.0/bioc/html/ affy.html) and the normalized data for each spot from the arrays were analyzed for statistical significance using Web-based VAMPIRE microarray suite [48]. A spot was found differentially expressed between two samples when the threshold of false discovery rate (fdr) was smaller than 0.05. Fold changes of 1.5-fold (for up-regulated genes) and 0.67-fold (for down-regulated genes) were considered as significance limits. Only if the average of all three replicates had value >1.5 fold and all the replicates changed in the same direction (up or down regulated) did we consider such genes to be significantly regulated by hypoxia. Using MAPPFinder in conjunction with GENMAPP, we computed the P and Z scores of the over-expressed processes in individual GO categories [49]. The microarray analysis data can be retrieved using access number GSE14981 in the Gene Expression Ominibus database at http://www.ncbi.nlm.nih.gov/geo.

### Quantitative Real-time PCR analysis

Total RNA was extracted from flies (CS, yw and P-elements) under normoxia, CH or IH for 2.5 hours, 7 days (CH) or 10 days (IH) using Trizol (Invitrogen, Carlsbad, CA). cDNA was produced from total RNA through RT-PCR using Superscript III First-Strand Synthesis system (Invitrogen, Carlsbad, CA). Real-time PCR was performed using a GeneAmp 7500 sequence detection system using POWER SYBR Green chemistry (Applied Biosystems, Foster City, CA). Primers used were Hsp70Bbb (fwd: GCGCTTAAAAGCACGAGTTG; rev: CGGTTCCATTTTGTAATCCGTA); Hsp70Aa (fwd: GCGGTAGGTCATTTGTTTGG; rev:CGAAGCAACGAGAACAGTGC), Hsp23(fwd: TGTGAAGGAGAATCCCAAGG ; rev: ATAATGCAGGGCATCTCTCG); l(2)08717(fwd:TTCTTTGGCTACATCG- TGACC; rev: CAATCCGTACATCAGCATGG); CG1600 (fwd: CATCGCCTCCTATCACTTTGCC;rev:CTCGTACAGGCATTCGTTCC);Mdr49(fwd:AAAGCTCTTCCTGGAGGCAATG; rev: GATCGGGAAGATCACGCTCGTC); CG14709 (fwd: GCTGAGTAGAACCGCTTTGG, rev: AGCAGATTGACCACCTGACC)

The expression level of Actin was used to normalize the results (fwd: CTAACCTCGCCCTCTCCTCT; rev: GCAGCCAAGTGTGAGTGTGT). 

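Actin genes with a probe set of their own showed no change past the test in CH or IH. The log2 fold change of Act79B was 0.15 in CH (95% confidence interval -0.42 to 0.72) and 0.00 in IH (-0.57 to 0.57), at a signal of 52014 ± 9592 (SD, n = 3 arrays) in NC. For Act87E it was 0.08 in CH (-0.30 to 0.47) and -0.15 in IH (-0.53 to 0.23), and for Act88F, the actin of the flight muscle, -0.01 in CH (-0.74 to 0.71) and -0.07 in IH (-0.80 to 0.65). The 3′ control probe set for Act5C, a cytoplasmic actin, gave 0.04 in CH (-0.34 to 0.42) and 0.10 in IH (-0.28 to 0.48). Act79B, Act87E and Act88F had no adjusted p under 0.05 from limma under any setting tried for them, and Act5C was not run under these settings.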

The array data of this study as well as our previous study [14] shows that actin did not change by short term (IH or CH) or long-term (CH-over many generations) hypoxia exposure in flies. The fold change was calculated using expression level of yw in normoxia which was used as control for all the P-element lines.

### Functional assays

#### a) Survival of adult P-elements lines in IH and CH

Five vials each containing ten adult males and females (3–5 days old, n = 100) were used for testing survival of the P-element lines and controls at 1.5% O_2_ (continuously 24 hours a day) CH for 7 days. We chose 1.5% O_2_ for longer durations due to technical feasibility (flies can move around at this level of O_2_ and hence donot get stuck in the food). The rationale for using 7 days was based on a pilot study which was done with the controls CS and yw. It was observed that controls had a mortality of 50% or less (which allowed us to distinguish statistically significant differences) after 7 days at that O_2_ concentrations. For IH (1.5%–21% O_2_ cycles-as previously explained for 24 hours a day), we could not observe significant changes in mortality of controls after 7 days; hence we chose period of 10 days of exposure and this allowed us to distinguish differences between controls and experimental groups. Unpaired student t-tests were used to calculate significant differences in the percent survival of each P-element line as compared to the controls under each treatment.

#### b) Overexpression of Hsp70 in various tissues using specific GAL4 drivers

The UAS line for heat shock 70Bbb (yw; P{y[+t7.7] = Mae-UAS.6.11}Hsp70Bbb[UY2168]) was crossed with various GAL4 drivers which drive the expression of Hsp70 in specific tissues such as da (expresses Hsp70 in all tissues), Eaat1 (glial cells), elav-Gal4 (neurons-nervous system(CNS and PNS [50]), P{GawB}c739 (strong expression in alpha and beta lobe Kenyon cells (intrinsic neurons) of the Mushroom bodies [21]), P{GawB}DJ667 (adult muscles) and hand-Gal4(cardial cells, pericardial cells and lymph gland). The F1 progeny of these crosses (Five vials each containing ten adult males and females, n = 100) were tested under 1.5% O_2_ CH for over a period until the controls flies were dead.

### Excision of P-element lines for Hsp70Bbb and Hsp70Aa

To excise the P-element inserted in or around Hsp70Aa and Hsp70Bbb genes, virgin females of P-element lines(y[1] w[67c23]; P{y[+t7.7] w[+mC] = wHy}Hsp70Aa and y[1] w[67c23]; P{y[+t7.7] = Mae-UAS.6.11}Hsp70Bbb) were crossed with males that expressed Δ2–3 Transposase. Male or female progenies possessing both the P-element and the transposase were then individually crossed to a balancer chromosome. By this process, several precise and imprecise excision lines were established. Precise excision was confirmed by PCR amplification with Accuprime Polymerase (Invitrogen, Carlsbad, CA) followed by sequencing. The Primers used for PCR are- Hsp70Aa(fwd:GCAGATTGTTTAGCTTGTTCAGC,rev:AAACTGGTTGTTGCGGTAGG); Hsp70Bbb(fwd:GCCAAATAGAAAATTATTCAGTTCC,rev:TTTGCACTGCATATCTTCACG).

## Supporting Information

Table S1 List of Significantly altered genes for Intermittent Hypoxia.

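Table S1 lists 12 genes as higher and 4 as lower in IH, and all 16 had a probe set here. All 16 had a log2 fold change in the direction of the table, 14 of them past 1.5-fold, and 13 had an unadjusted p under 0.05 from limma. In these counts CG3884 was read on its brighter probe set, and its other one had a fold of 1.86 against 2 in the table. None passed limma over all probe sets, and 9 passed with array weights. The largest log2 fold changes were those of phu (CG8147 in the table), with 2.06 (standard error 0.45, unadjusted p = 0.00176 and adjusted p = 0.828 from limma), and of CG34330 (CG33254 in the table), with -2.16 (standard error 0.43, unadjusted p = 0.000993 and adjusted p = 0.828). The signal of phu was 440 ± 184 (SD, n = 3 arrays) in NC and 1915 ± 858 in IH, and that of CG34330 was 8219 ± 2553 in NC and 1830 ± 572 in IH. CG3348 had 1.48 (standard error 0.38, unadjusted p = 0.00464), and the cytochrome P450 genes Cyp309a1 and Cyp6a23 had 0.71 (standard error 0.18, unadjusted p = 0.00453) and 0.88 (standard error 0.40, unadjusted p = 0.0559). On the lower side, CG15263 had -1.84 (standard error 0.43), Smvt (CG2191), a sodium-coupled vitamin transporter, -1.01 (standard error 0.38), and CG16756 -0.90 (standard error 0.24), with unadjusted p = 0.00244, 0.0280 and 0.00542. Across the 16 genes the log2 fold changes here and in the table had r = 0.991. The table was drawn from these arrays, so its direction is not independent evidence.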

(0.02 MB XLS)

Table S2 List of Significantly altered genes for Constant Hypoxia.

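Table S2 lists 94 entries as higher and 71 as lower in CH, of which 87 and 68 could be matched to a probe set here. Of the 155 matched, 152 had a log2 fold change in the direction of the table, 133 of them past 1.5-fold, and 112 had an unadjusted p under 0.05 from limma. Those that passed limma over all probe sets were 4, the 3 Hsp70 probe sets and CG10383. By direction, 86 of 87 higher entries and 66 of 68 lower entries ran as in the table, and 70 and 42 had an unadjusted p under 0.05. These counts read each gene on its brightest probe set. The entries that ran the other way were CG31686, cact and PNUTS. On another probe set of these genes the folds were 1.60, 0.639 and 0.421, near the table's 1.6468, 0.6607 and 0.4183. The hypoxia response genes hry (h in the table), amd and scyl had 0.76, 1.25 and 0.86 at unadjusted p = 0.0299, 0.0413 and 0.0473. The 4 became 16 with array weights, 13 with a spread that follows the mean signal, 10 without the dimmest 40% of probe sets, 2 without NC replicate 3, CH replicate 1 or any 1 of the IH arrays, 1 without NC replicate 2, and 0 without CH replicate 2 or CH replicate 3. Across the 155 entries the log2 fold changes here and in the table had r = 0.962, and the median absolute difference was 0.0226.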

(0.06 MB XLS)

Table S3 Percentage Survival of adult flies of P-elements(or EP lines)after being exposed to 1.5% CH for 7 days.
(0.02 MB XLS)

Table S4 Percentage Survival of adult flies of P-elements (or EP lines) after being exposed to 1.5%-21% IH for 10 days.
(0.01 MB XLS)

How the deposited data were processed for this re-analysis (not part of the article)

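The data are signals of the Affymetrix Drosophila Genome 2.0 array from adult Canton-S flies, with 3 arrays each for normoxia (NC), constant hypoxia (CH) and intermittent hypoxia (IH), 9 arrays in all. The replicate numbers are those of the sample labels. The authors hybridized and scanned the arrays and, by the methods, normalized them with the Bioconductor affy software; the options used are not given in the sources used here. The deposited values are intensities per probe set on a linear scale, 1 column per array, and their mean without 2% of probe sets at each end is 2500 on the arrays. No per-sample column was left unused. There is no count of reads and no depth; the number of arrays limits the precision, and 21.6% to 25.8% of probe sets on an array had a signal under 100.

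From these intensities, log2(signal + 16) was computed for 18769 probe sets, after leaving out 183 Affymetrix control probe sets, so fold changes are on that scale and understate the change of dim probe sets. Of these probe sets, 13648 have 1 gene symbol in the platform annotation, 401 several and 4720 none here, and 14433 of 14554 gene identifiers matched the RefSeq gene table. A probe set with several symbols is given by its own identifier or by all its symbols, and genes with no named probe set in these tables were not analysed here. For a gene with several probe sets, the one with the highest mean over the 9 arrays stands for it, which gave 11983 genes. Coordinates were not used.

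Group means were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes, with prior degrees of freedom of 2.19), with all 9 arrays in one fit and one coefficient per group, and contrasts of CH against NC, IH against NC and CH against IH. A probe set was called at an adjusted p under 0.05 (Benjamini-Hochberg over all probe sets), a fold above 1.5 or under 0.67, and all 3 arrays of the first group on one side of the mean of the second. The VAMPIRE suite of the methods was not run. Gene lists were tested with camera at a preset correlation of 0.01 and at an estimated correlation, and with fry, adjusted over the 37 lists with at least 3 measured members. Of 38 lists, 10 hold markers of a tissue or cell type (ovary and eggshell, testis, male accessory gland, photoreceptors, neurons, muscle, fat body, hemocytes, Malpighian tubules and glia). The others are stress-inducible heat shock proteins, constitutive chaperones, the endoplasmic reticulum stress response, hypoxia response genes, glycolysis, oxidative phosphorylation, glutathione S-transferases, cytochrome P450s, multidrug resistance and related ABC transporters, neurotransmitter transporters, antimicrobial peptides, peptidoglycan recognition proteins and lysozymes, Turandot and JAK/STAT genes, JNK and DNA damage response, cuticle and chitin genes, trypsin-like and Jonah serine proteases, metallothioneins, antioxidant enzymes, lipases and lipid droplet genes, the insulin and FOXO pathway, purine synthesis, the Notch pathway and E(spl) genes, actins, cytoplasmic ribosomal proteins, circadian clock genes, activity-regulated genes, odorant-binding proteins, and histones, of which only 1 was measured. Lists of carboxylic acid and amino acid metabolism were not analysed here.

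The genes named are, among called probe sets with a single symbol, the 10 of largest fold in each direction for CH and for IH and the 5 of largest fold for CH against IH, every gene with a named probe set here that the paper names as measured on the arrays, every gene of Table S1, and up to 4 members of each list with the smallest p. Hsp23, which the paper names, had no named probe set here and was not analysed. The unnamed probe set higher in CH than in IH, amd and scyl fall outside this rule and were added to the text after their values were seen. Differences of control probe sets between arrays and correlations of marker lists over arrays were tested with exact permutation tests.

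The test was run on simulated data, with the mean of the NC arrays for each probe set and normal noise of the spread fitted by limma. In the simulated CH comparison, limma with the limits above called 8 of 67 probe sets changed 2-fold (11.9%), 50 of 67 changed 4-fold (74.6%), 61 of 66 changed 8-fold (92.4%) and 5 of 18569 unchanged ones. In the simulated IH comparison, with no change, it called 0 of 18769, and 933 had an unadjusted p under 0.05. In the simulated comparison of CH with IH it called 8 of 67, 48 of 67 and 58 of 66, and 4 of 18569 unchanged ones. To see what the shared NC arrays give, 100 data sets with no effect were simulated with independent arrays.

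The alternatives tried were only the 2 groups compared, the replicate number as a block, the dimmest 40% of probe sets left out, a spread that follows the mean with robust estimation, array weights, quantile normalization, centring each array on its median, 1 and 50 in place of the 16 added, other fold limits and none, an adjusted p under 0.01, an unadjusted p, no condition on single arrays, no overlap of the arrays in place of a test, folds from linear means, each other probe set of a gene or their mean, and each array left out in turn. Numbers were computed with R, with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and drawn with matplotlib 3.10.9.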

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

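The tests chosen only after the results were seen are the counts of probe sets over other splits, the tests of the replicate 1 arrays and the setting without them, the relation of testis with ovary markers, and the tests of the 18S rRNA control probe sets.

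The hypoxia response list was tested although the paper does not discuss it as a group, and its median log2 fold change in CH was 0.76 with 9 of 11 members above 0. For 3 Hsp70 probe sets the difference between CH and IH passed its own test, with log2 differences of 4.32 for the set shared by Hsp70Bb and Hsp70Bc, 4.07 for the set shared by Hsp70Ba to Hsp70Bc and 3.35 for Hsp70Aa and Hsp70Ab. The same test passed for the probe set with no gene name at 2.17 and for CG10383 at 1.82. The first of these 2 was not called with a spread that follows the mean signal. It also passed for Ugt37C2 at -2.29 and for yellow-d2 at -1.86, whose size depends on the value added to its low signal and which did not pass with 1 or 50 added. For phu, every IH array lay above and every CH array below the NC mean, and the log2 difference was -3.45. That difference was tested and did not pass (adjusted p = 0.0806 from limma).

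With 3 arrays against 3 there are 10 splits of the arrays, too few for a share under 0.05. For CH against NC the real split called 4 probe sets and the highest other 1, so 1 split was as large. For CH against IH the real split called 7 and the highest other 1, so again 1 split was as large. For IH against NC the real split called 0, all 10 splits were as large, and the highest other called 1. For gene lists the real splits called 5, 3 and 6 in CH, IH and CH against IH, the highest others 12, 10 and 12, and 6, 8 and 5 splits were as large. The splits with 10 to 12 lists put both replicate 1 arrays on one side, which points to a structure of the samples.

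The replicate 1 arrays of all 3 groups stood apart, with 479 probe sets at an adjusted p under 0.05 from limma, 93 higher and 386 lower than on the other arrays. Less head tissue in these samples stays open, because markers of photoreceptors and neurons lay at -0.85 and -0.42, but muscle markers (-0.50) and trypsin-like proteases (-0.63) were lower too. Antennal odorant-binding proteins had a median log2 difference of 0.367 (mean 0.34 in NC, 0.45 in CH and -0.21 in IH). No one of the first 4 lists passed camera with an estimated correlation (adjusted p = 0.475, 0.547, 0.590 and 0.475). RNA or labelling of lower quality in replicate 1 stays open as a candidate explanation too, since the log2 ratio of 3' to 5' signal was higher by 0.481 for Act5C and 0.436 for the actin control (exact permutation test, two-sided p = 0.0119 for both, the smallest that 3 of 9 arrays allow), and by 0.130 for eIF-4a (p = 0.119) and 0.151 for GAPDH (p = 0.214). The hybridization spike-in controls differed as well, with a mean log2 difference of -0.525 (exact permutation test, two-sided p = 0.0119). Which step of the processing differed therefore stays open. The design gives no biological difference between replicate numbers, so no biological explanation was tested. Without these 3 arrays the Hsp70 probe set of Hsp70Ba to Hsp70Bc had a log2 fold change of 3.97 in CH (adjusted p = 0.266 from limma), at which 0 probe sets were called.

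Markers of reproductive tissues differed between arrays of one treatment as well as between treatments. A different share of male and female flies may account for the differences within a treatment, since with group means taken out the testis markers followed those of the ejaculatory duct and bulb over the 9 arrays (r = 0.925, permutation test over all 9 arrays, two-sided p = 5.26e-04, adjusted over 3 relations 0.00158, rho = 0.90, p = 0.00203), 0.739 without IH replicates 2 and 3, the farthest from the median. Taking out group means ties the 3 values of a treatment to each other. Permuting them over all 9 arrays ignores this, so the p-values of these 3 relations are not exact and tend to be too small. The testis markers opposed those of the ovary (r = -0.844, same permutation test, two-sided p = 0.00360, adjusted 0.00540, rho = -0.833, p = 0.00827, and -0.686 without IH replicates 2 and 3), which is the pattern itself and so no test of this explanation. With the accessory gland r was 0.738 (same permutation test, two-sided p = 0.0256, adjusted 0.0256, rho = 0.45, p = 0.230) and 0.0629 without those arrays, so that relation rests on them. Testis and ovary markers both lay higher in CH than in NC, which a different share does not give by itself, and a response of these tissues to hypoxia stays open, untested. In IH the ovary markers had a median log2 fold change of 0.21 and the testis markers of -0.16 (camera adjusted p = 0.00124 and 0.382). Opposite movement of this kind is what a different share could give, but the accessory gland markers had a median of -0.002 (camera adjusted p = 0.932).

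The 18S rRNA control probe sets, which the paper does not report on, were brighter by 1.85 in CH and 2.23 in IH on the log2 scale. The 6 hypoxia arrays lay 2.04 above NC, which is the pattern itself, so hypoxia of either kind stays open, untested. The difference was 0.748 among the replicate 1 arrays and 2.68 among replicates 2 and 3. More degraded RNA in the hypoxia samples cannot be told apart from hypoxia itself, because the ratio of 3' to 5' signal differed by 0.0455 for Act5C, 0.0844 for GAPDH, -0.0235 for eIF-4a and -0.110 for the actin control (exact permutation test, two-sided p = 0.750, 0.488, 0.762 and 0.512), which with 3 NC arrays excludes no difference.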

How the results depend on the processing

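The block with a spread that follows the mean, replicate 1 as a batch and the setting without the replicate 1 arrays were chosen after seeing the data, and the cause of the changes below was not tested. The lists of heat shock proteins and hypoxia response genes rose in CH under all settings, Act79B, Act87E and Act88F were not called under any setting run for them, and the correlation of CH and IH fold changes kept its direction. With each array centred on its median, the median log2 difference of all probe sets between CH and IH went from 0.05 to -0.08. Of the values for single genes and lists, 1778 stayed on their side of the threshold, of which 45 did not pass either way and changed sign by less than 1 standard error, 44 newly passed, 160 no longer passed and 5 reversed. Of the counts, 254 stayed within 1.5 times and 121 did not. Probe sets with a signal near the 16 added, such as yellow-d2 in NC at 21.3, have little signal over background. In the order higher in CH, higher and lower in CH than IH, and Table S2 entries called (4, 5, 2 and 4 as reported), the counts were 0, 3, 0 and 0 with only the 2 groups compared, 17, 8, 1 and 13 with a spread that follows the mean, 29, 219, 53 and 16 with array weights, 2, 2, 0 and 2 at an adjusted p under 0.01, 477, 574, 192 and 108 at an unadjusted p, 586, 599, 196 and 113 by no overlap (10% of probe sets by chance), 36, 30, 18 and 41 with the block and a spread that follows the mean, and 0, 0, 0 and 0 without the replicate 1 arrays. With 1 array left out they ranged from 0 to 3, 0 to 7, 0 to 2 and 0 to 3. The dimmest 40% left out gave 15 higher in CH, 1 lower in CH than IH and 10 entries of Table S2. Quantile normalization gave 8 higher and 4 lower in CH than IH. Median centring gave 1 lower, 50 added 1 lower, replicate 1 as a batch 0 lower, and 1 added 0 lower in CH than IH, 2 higher in CH and 2 entries of Table S2. Lower in CH (0) became 5 with array weights, 250 at an unadjusted p, 294 by no overlap and 14 with the block and a spread that follows the mean. Higher and lower in IH (0 and 0) became 57 and 102, 228 and 361, 261 and 407, and 1 and 1, which were MtnD and CG34330. Called in both (0) became 7, 142 and 146 under the first 3 of these, and entries of Table S1 (0) became 9, 12, 12 and 2. The array weights rest on IH replicate 3 (5.50). Lists called in CH (5) became 11 with the dimmest 40% left out, 9 with the block and a spread that follows the mean, 2 with an estimated correlation and 2 with fry, and ranged from 4 to 9 with 1 array left out. Lists in IH (3) became 5 with the replicate block, 5 with the dimmest 40% left out, 8 with array weights, 0 with quantile normalization, 6 with the block and a spread that follows the mean, 6 with replicate 1 as a batch, 0 with an estimated correlation, 0 with fry and 1 with the mean of a gene's probe sets, and ranged from 1 to 6. Lists between CH and IH (6) became 11 with quantile normalization, 10 with the block and a spread that follows the mean, 1 with an estimated correlation and 2 with fry, and ranged from 3 to 12. Log2 fold changes that reversed were Hsp68 in IH with array weights (-0.23), Mrp4 in CH without the replicate 1 arrays (0.63) and from -0.51 to 0.38 with 1 array left out, Mrp4 between CH and IH from -0.65 to 0.24, and the Hsp70Bb and Hsp70Bc set in IH from -0.45 to 0.45.

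With the replicate number as a block, 1 probe set was higher in CH, 0 higher and 0 lower in CH than IH, and 1 entry of Table S2 called. The numbers were not taken to pair the arrays, since no source used here says what they stand for and only 7 of 9 same-numbered pairs, not all, had a correlation of deviations over 0.1 (0.0918 to 0.322). The other pairs lay lower (-0.212 to 0.0833), and 9 of 9 arrays correlated best with an array of their own number, a hint from the data and not from the design. In a simulation with no effect that keeps the fitted differences between the numbers, chosen after seeing the data, r was 0.4997 and the covariance of CH and IH fold changes 0.0604, with 32.4 higher and 32.6 lower in both at an unadjusted p. The observed covariance of 0.0774 and the 71 higher and 71 lower lay above these and below those simulated with independent arrays (0.0807, 92.3 and 93.7). The observed r of 0.452 lay below the r of both simulations, and the 10 calls in opposite directions lay above both (1.2 and 3.48). Whether CH and IH share more than the NC arrays give therefore stays open.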

Differences from the paper's values

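The tests in this part were planned apart from the block with a spread that follows the mean, chosen after seeing the values.

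The paper counts 12 higher and 4 lower genes in IH and 94 higher and 70 lower genes in CH, and the counts of probe sets here at the stated false discovery rate and fold limits, with limma in place of VAMPIRE, were 0, 0, 4 and 0. Over the alternatives set before the data were examined, the counts ranged from 0 to 261, 0 to 407, 0 to 586 and 0 to 294, and none of these alternatives came within 1.5 times the paper's counts in any of the 4. Of the paper's 16 entries in Table S1, array weights called 9, an unadjusted p called 12 and the no-overlap condition 12. Of the entries in Table S2, array weights called 16, a spread that follows the mean 13, the filter on dim probe sets 10, an unadjusted p 108 and no overlap 113. The block with a spread that follows the mean, chosen after seeing the values, called 2 and 41 of them.

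A fold is taken to differ when it is over 1.5 times from the paper's and farther from it than 1 SD of the fold between the treated arrays. Of the folds in the tables, 1 of 16 and 9 of 155 differ. For CG3884 in IH the paper's fold is 2 and the fold here 1.31. Array weights (1.35), median centring (1.38), leaving out NC replicate 2 (1.50) or IH replicate 1 (1.58) and the other probe set (1.86) bring it within the limits, and the other settings do not. For spri in CH the paper's fold is 2.4275 and the fold here 1.49, with 1.65 without CH replicate 2, 1.65 without CH replicate 3 and 2.33 on another probe set within the limits. For Dl the paper's fold is 0.5688 and the fold here 0.875, with 0.849 under median centring, 0.837 without NC replicate 1, 0.825 without CH replicate 3 and 0.569 on another probe set within them. For the following genes in CH only another probe set came within the limits. The paper's 2.3047 for CG5953 stands beside 1.01 here and 2.31 on the other probe set. For CG31686 the paper's 1.6468 stands beside 0.988 and 1.60. For cact the paper's 0.6607 stands beside 1.07 and 0.639. For Hrb98DE the paper's 0.5563 stands beside 0.986 and 0.559, and for PNUTS the paper's 0.4183 beside 1.099 and 0.421. For Pabp2 the paper's 0.4114 stands beside 0.996 and 0.374, and for CG33305 the paper's 0.2079 beside 0.827, and 0.316 and 0.667 on the other probe sets, both over 1.5 times from the paper's but within 1 SD (0.127 and 0.521).

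The paper describes neurotransmitter transport and defense response as over-represented in IH. It tested its called genes in GO categories with MAPPFinder. Camera asks instead whether a whole list shifts against other genes, and the lists here hold other members than those categories. The camera values are therefore not a repeat of the paper's measure. Here the camera adjusted p was 0.638 for neurotransmitter transporters, 0.804 for antimicrobial peptides and 0.932 for peptidoglycan recognition proteins and lysozymes, and 0 members passed limma. The paper describes chitin and immune response as over-represented in CH, where the camera adjusted p here was 0.831 for cuticle and chitin genes and 0.227 for antimicrobial peptides. The paper describes Mdr49, Mdr50 and MFS14 as up-regulated in IH alone and CG1600 in both treatments. None of them passed here, though Mdr49 did in IH and CG1600 in both with array weights, and all had the paper's direction. The paper also measured Mdr49, MFS14 and CG1600 by real-time PCR and reports that these data matched its arrays. The PCR data were not analysed here. The text names CG3384 where Tables S1 and S2 list CG3884. The text counts 70 lower genes in CH and Table S2 lists 71.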

Other observations

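The tests in this part were planned, and the genes given are those of smallest p in their lists.

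Further values of members of these lists follow, in CH, between CH and IH, and in IH. Upd1, a ligand of the JAK/STAT pathway, was lower in CH when adjusted over its list alone, with a log2 fold change of -1.77 for upd1 (standard error 0.34, adjusted p = 0.00582 over the list and 0.385 over all probe sets from limma). ImpL2 was also the only member of 12 insulin and FOXO genes higher when adjusted over the list alone (camera adjusted p = 0.227 for the list), and InR, the insulin receptor, had 0.40 (standard error 0.17, unadjusted p = 0.0466). CG5966, a predicted lipase, was higher in CH than in IH when adjusted over the list alone, by 1.20 (standard error 0.26), as were Lpin by 1.25 and bmm by 0.67, and 5 of the 16 members of that list are in Table S2. TotF lay 1.78 higher in CH than in IH (adjusted p = 0.00174 over the list and 0.190 over all probe sets from limma). In that comparison 1 other member of its list was lower when adjusted over the list alone. Of the 8 members, 4 lay above 0 and 4 below (camera adjusted p = 0.948). In IH the glutathione S-transferases GstE1, GstE3 and GstD10 had log2 fold changes of 0.82, 0.56 and 0.51 with unadjusted p = 0.0156, 0.0140 and 0.0105, none passing when adjusted over the list alone (camera adjusted p = 0.382, direction up, with a median of -0.03). Cyp12a5, a cytochrome P450, had 0.75 in IH (standard error 0.18, unadjusted p = 0.00322), and Cyp4ac2 -1.12 (standard error 0.26, unadjusted p = 0.00233), also without passing over the list.

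The other lists did not pass in CH or in IH. The camera adjusted p in CH and in IH was 0.462 and 0.560 for constitutive chaperones, 0.838 and 0.854 for the endoplasmic reticulum stress response, 0.754 and 0.824 for glycolysis, 0.304 and 0.674 for oxidative phosphorylation, and 0.0527 and 0.804 for cytochrome P450s. It was 0.264 and 0.898 for JNK and DNA damage response, 0.227 and 0.804 for trypsin-like and Jonah serine proteases, 0.831 and 0.382 for antioxidant enzymes, 0.227 and 0.898 for Notch pathway and E(spl) genes, and 0.210 and 0.112 for odorant-binding proteins. It was 0.848 and 0.560 for circadian clock genes, 0.838 and 0.570 for activity-regulated genes, and 0.724 and 0.802 for actins. Among markers it was 0.561 and 0.237 for photoreceptors, 0.741 and 0.560 for muscle, 0.838 and 0.305 for fat body, 0.227 and 0.159 for hemocytes, 0.0696 and 0.382 for Malpighian tubules, and 0.831 and 0.626 for glia. Median, mean and test did not all have one sign in CH for the endoplasmic reticulum stress response, trypsin-like and Jonah proteases, antioxidant enzymes and circadian clock genes, and in IH for oxidative phosphorylation, JNK and DNA damage response, and trypsin-like and Jonah proteases. The only histone measured, His2Av, had 0.12 in IH (standard error 0.21).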
